# Long-chain fatty acid β-oxidation regulates embryonic development by H3K18 acetylation in mice

**DOI:** 10.3389/fcell.2025.1683028

**Published:** 2025-12-03

**Authors:** Kefan Zheng, Hongdi Cui, Ziheng Tang, Entong Song, Qingran Kong, Jiaming Zhang, Hao Li, Qi Zhao

**Keywords:** fatty, acid, β-oxidation, H3K18Ac, preimplantation, development, metabolic-epigenetic crosstalk, cell cycle arrest

## Abstract

Fatty acids are not only important as energy sources, but also playing crucial roles in maintaining cellular homeostasis. However, their role in preimplantation development remains unclear. Here, we find that fatty acids gradually accumulate after 4-cell stage in mouse preimplantation development. And, the expressions of fatty acid degradation-related genes are increased along the developmental process. Inhibition of long-chain fatty acid β-oxidation (LCFAO) results in preimplantation developmental arrest, downregulated expressions of S phase-related genes, and loss of H3K18ac modification. By profiling the landscape of H3K18ac, we show that H3K18ac is enriched on the promoter regions of S phase-related genes and correlates with their expression. Together, these findings suggest that LCFAO regulate mouse preimplantation development through H3K18ac, providing additional evidence for metabolic-epigenetic crosstalk in embryonic development.

## 1 Introduction

Preimplantation embryonic development starts from zygote and undergoes a series of complex cell division and differentiation processes (Chazaud and Yamanaka, 2016; Mu et al., 2022). In mammals‌, the zygote develops within the oviduct into 2-cell, 4-cell, and 8-cell embryos, ultimately forming a morula and then a blastocyst, which subsequently completes endometrial implantation in the uterus (Clift and Schuh, 2013; Yao et al., 2019). The cell metabolism with dynamic changes plays a crucial role in controlling preimplantation embryonic development. For example, metabolic intermediates can serve as substrates for epigenetic modification enzymes to regulate epigenetic reprogramming, which is essential for early embryonic development (Mirzadeh Azad et al., 2023). Such metabolic-epigenetic coupling mechanism offers a new perspective for understanding the precise regulation of early embryonic development.

Recent advances in metabolic profiling have provided powerful information for deciphering the interaction between cell metabolism and epigenetics. The Jin Zhang group, by profiling the metabolomes of 2-cell embryos and blastocysts in mice, found that the dynamic balance between the competitive metabolites α-ketoglutarate (α-KG) and 2-hydroxyglutarate (2-HG) drives blastocyst formation by regulating histone demethylation in mice (Zhao et al., 2021). Previously, we have established a metabolome profile across all stages of preimplantation development in mice (Li et al., 2022), and found that NAD^+^/SIRT1-mediated H3K27ac removal enables minor zygotic genome activation (ZGA) exit at the 2-cell stage, which is crucial for mammalian preimplantation embryo development (Li et al., 2022). We have also shown that inhibiting lactate leads to a 2-cell arrest, resulting from major ZGA failure by loss of H3K18lac (Li et al., 2024). These findings suggest that metabolic intermediates could directly engage in epigenetic reprogramming to influence preimplantation embryonic development, which contribute to a more comprehensive understanding of the regulation of metabolic microenvironment.

During the establishment of dynamic metabolic profiles in mouse preimplantation embryos, we observed a progressive accumulation of fatty acids. Fatty acids are not only important as energy sources, but also participate in fundamental processes including cell membrane ‌construction, lipid-soluble vitamin transport and storage, and cell signaling, playing crucial roles in maintaining cellular homeostasis (de Carvalho and Caramujo, 2018). Recently, Jin Zhang’s group has established the dynamic lipid landscapes during mouse and human preimplantation embryonic development, showing that lipid desaturases are required for *in vitro* blastocyst development and implantation (Zhang et al., 2024). And, recent studies also indicate that reduced lipid droplet quantity in embryos leads to developmental arrest (Tatsumi et al., 2018). However, the effect of fatty acid metabolism-mediated epigenetic reprogramming on early embryonic development is unclear. In this study, we find that fatty acids are significantly accumulated in preimplantation embryos. However, the expressions of fatty acid degradation-related genes are increased along the developmental process. The inhibition of LCFAO results in preimplantation developmental retardation and cell cycle delay, which might be led by the loss of H3K18ac at the promoter regions of S phase-related genes. Our findings reveal a critical role of LCFAO in mammalian preimplantation development.

## 2 Materials and methods

### 2.1 Mice

Animal welfare and the experimental procedures adhered to the ethical provisions on the Care and Use of Experimental Animals of Wenzhou Medical University and were approved and authorized by the Animal Experimental Committee of the University (No. xmsq 2023-0118). Animal experiments were performed with 7-week-old ICR mice. Animals were maintained under a 12 h light/dark cycle and provided with food and water *ad libitum* in individually ventilated units.

### 2.2 Embryo collection

Embryos were obtained from superovulated mice. Each female was intraperitoneally injected with 6 IU of pregnant mare serum gonadotropin (PMSG, ProSpec, Cat HOR-272), followed by 5 IU of human chorionic gonadotropin (hCG, ProSpec, Cat HOR-250) 48 h later, and paired with male. For the *in vitro* embryos, time points of post-hCG injection were difined as: 24 h for the late 1-cell stage, 30 h for the early 2-cell stage, 40 h for the middle 2-cell stage, 54 h for the late 2-cell stage, 60 h for the 4-cell stage, 70 h for the 8-cell stage, 78 h for the morula stage, and 94 h for the blastocyst stage.

### 2.3 Lipophagy live-cell imaging

Cells were washed three times with PBS, followed by LD labelling in PBS with BODIPY 493/503 for 10 min. Labelled embryos were then imaged on Lecia SP5 confocal microscope in ibidi μ-plates. Fiji (InageJ) was used to analyze/quantify the volume of lipid droplets from 3D images.

### 2.4 LD staining

The culture medium was carefully removed, and cells were rinsed once with phosphate-buffered saline (PBS) for 5 min at room temperature. Cells were then incubated with 2.5 μM BODIPY 493/503 for 30 min at room temperature in the dark. After staining, cells were washed three times with PBS, each for 5 min. Cells were subsequently washed three times with PBS to reduce background fluorescence. Fluorescence images were captured using a fluorescence microscope.

### 2.5 BrdU staining

First, 10 mM BrdU (1:1000 dilution) was added to the culture medium of 4-cell stage embryos, followed by incubation at 37 °C until they reached the 8-cell stage. The embryos were then washed three times with PBS (5 min each), were fixed for 40 min, and were permeabilized for 20 min. Next, samples were treated with 2M HCl for 30 min at room temperature to denature DNA and expose BrdU epitopes. After blocking for 1 h, they were incubated overnight at 4 °C with a BrdU primary antibody (1:50 dilution). Following three washes with washing buffer, the embryos were incubated for 1 h with a secondary antibody (Goat anti-Mouse 647, Thermo Fisher, A32728, 1:1000 dilution). Finally, nuclei were counterstained with Hoechst for 10–15 min, and the samples were washed three times with washing buffer before imaging.

### 2.6 Immunofluorescence

After having removed the zona pellucida using acidic operating fluid, mouse embryos were fixed in 4% PFA for 40 min at room temperature, followed by permeabilization in 1% Triton X-100 (93443, 100 mL; Sigma) for 20 min at room temperature. Embryos were blocked in blocking solution consisting of 1% bovine serum albumin (BSA) in phosphate-buffered saline (PBS) for 1 h at room temperature after three washes in washing solution (0.1% Tween-20, 0.01% Triton X-100 in PBS). Embryos were incubated with the indicated antibodies against H3K18ac (Abcam, ab40888), overnight at 4 °C. The next day, the embryos were washed in washing solution and incubated with the secondary antibodies (A10040; Invitrogen) for 1 h at room temperature. After staining with Hoechst, the embryos were washed in washing solution and were imaged using an inverted confocal microscope (TCS SP8; Leica, Wetzlar, Germany); image analysis was performed using LAS X software (Leica).

### 2.7 qPCR

RNA was extracted from embryos at various developmental stages (Zygote, 2-Cell, 4-Cell, 8-Cell, Morula, Blastocyst) using the TRIzol Plus RNA Purification Kit (Thermo Fisher). Gene primers were designed as per the gene sequences of Acaa2, Acadl, Acsl5, Hadh, Hadhb, Echs1and Hadha in PubMed Gene and were synthesized by Sangon Biotech (Shanghai) Co., Ltd. Primers were shown in Table 1. Fatty acid inhibitor treatment in embryos.

**TABLE 1:** Primer sequences of mRNA for qRT-PCR.

Primer sequence, 5′-3′	Forward	Reverse
Gene (mouse)		
Acaa2	CTGCTACGAGGTGTGTTCATC	AGCTCTGCATGACATTGCCC
Acadl	TCTTTTCCTCGGAGCATGACA	GACCTCTCTACTCACTTCTCCAG
Acsl5	TCCTGACGTTTGGAACGGC	CTCCCTCAATCCCCACAGAC
Hadh	TCAAGCATGTGACCGTCATCG	TGGATTTTGCCAGGATGTCTTC
Hadhb	ACTACATCAAAATGGGCTCTCAG	AGCAGAAATGGAATGCGGACC
Echs1	TTGTGAACTTGCCATGATGTGT	TGCTCGGGTGAGTCTCTGAG
Hadha	TGCATTTGCCGCAGCTTTAC	GTTGGCCCAGATTTCGTTCA

### 2.8 Fatty acid inhibitor treatment in embryos

We selected three fatty acid inhibitors–Trimetazidine (Merck, PHR1437), Etomoxir (aladdin, E124862), and 2-Methylene cyclopropane acetic acid (MCE, HY-W710928)- to treat embryos starting from the zygote stage. We quantified the percentage of cells not reaching each developmental time point. The inhibitor treatments were initiated at the two-cell stage by addition to the culture medium.

### 2.9 RNA-seq

We performed library construction using Single Cell Full Length mRNA-Amplification (Vazyme, N712) on six biological replicates of embryos at both the 8-cell and morula stages, comparing control and TMZ-treated groups. Briefly, cells were homogenized in 500 μL RL Buffer, followed by DNase I treatment (10 μL, 15 min at RT). Lysates were mixed with equal volume 70% ethanol and loaded onto RNA Spin Columns. After centrifugation (12,000 rpm, 1 min), the columns were washed sequentially with RW1 Buffer and RW2 Buffer (twice), followed by drying centrifugation (12,000 rpm, 2 min). RNA was eluted in 30–50 μL RNase-free water after 2 min incubation.

### 2.10 RNA-seq data quality control, processing, and analysis

RNA-seq data from embryos were analyzed as follows. Quality control of the Illumina reads was performed with FastQC, followed by adapter trimming using fastp. Cleaned reads were then aligned to the GRCm39 reference genome (Ensembl) using the STAR aligner. The raw gene count matrix was generated with FeatureCounts. Differential expression analysis was conducted directly on the raw counts using the R package DESeq2. For purposes of gene expression visualization and comparison within samples, normalized expression levels were also calculated as FPKM (fragments per kilobase of transcript per million mapped reads). Gene Ontology (GO) and KEGG enrichment analyses for the differentially expressed genes identified by DESeq2 were performed with the online tool KOBAS (http://kobas.cbi.pku.edu.cn/kobas3/), and metabolic pathway analysis was performed using PMEA.

### 2.11 CUT&Tag

CUT&Tag was performed using the Hyperactive Universal CUT&Tag Assay Kit for Illumina (TD903, Vazyme Biotech) in accordance with the manufacturer’s instructions. Briefly, 8-Cell and morula stage embryos were collected and counted for incubation with pre-coated concanavalin A beads. Subsequently, cells were permeabilized by digitonin and incubated with H3K18ac antibodies. Next, the samples were incubated with pA-Tn5 transposase. After transposon activation and tagmentation, DNA was isolated, amplified, and purified to construct the library. The samples were then analyzed on an DNBSEQ-T7 platform.

### 2.12 CUT&Tag data analysis

We first assessed the quality of paired-end H3K18ac CUT&Tag sequencing data using FastQC, followed by adapter trimming and quality filtering using Fastp. Then, we aligned the processed reads to the mouse reference genome (genome assembly:mm10) downloaded from the UCSC database using Bowtie2 (v2.5.4). We converted the merged BAM files from replicate samples into BigWig (.bw) format using the bamCoverage tool within the deepTools suite, with RPKM normalization selected as the standardization parameter. Subsequently, we employed the computeMatrix and plotHeatmap tools from the deepTools suite to visualize the intensity profiles of CUT&Tag peaks. Finally, we performed peak calling using MACS3 (v3.0.3), annotated the identified peaks with R package ChIPseeker, and visualized the results in IGV.

### 2.13 Statistical analysis

Statistical analyses were performed using R software (v4.2.1). Data are presented as the mean ± SEM. Specific statistical tests and significance levels are detailed in the respective figure legends.

## 3 Results

### 3.1 Fatty acids are enriched in preimplantation embryos in mice

Our previous metabolomic data showed the significant accumulation of fatty acids beginning at the 8-cell stage (Figure 1A) (Li et al., 2022). To validate that, we measured lipid droplet size, proportion, and number across all stages of preimplantation development in mice, and found that lipid droplet size, the proportion of enlarged droplets, and droplet number all significantly decreased at the 4-cell stage. After the 8-cell stage, although the droplet number showed a decreasing trend, the proportion of larged droplets continued to increase (Figures 1B–D). Lipid metabolism comprises anabolic and catabolic pathways. We further examined transcriptomic data (GSE70605) for genes involved in fatty acid synthesis and degradation, and observed the expressions of genes in both the pathways were significantly upregulated from the 8-cell stage onwards (Figures 1E,F). Given that lipid droplet was accumulated during the process, we indicate the high activation of fatty acid degradation pathway happens in mouse preimplantation embryos. Definitely, we confirmed the high expressions of some key fatty acid β-oxidation-related genes, especially at the blastocyst stage, by qPCR (Figure 1G). These findings suggest that fatty acid β-oxidation may play a crucial role during preimplantation embryonic development in mice.

**FIGURE 1:**
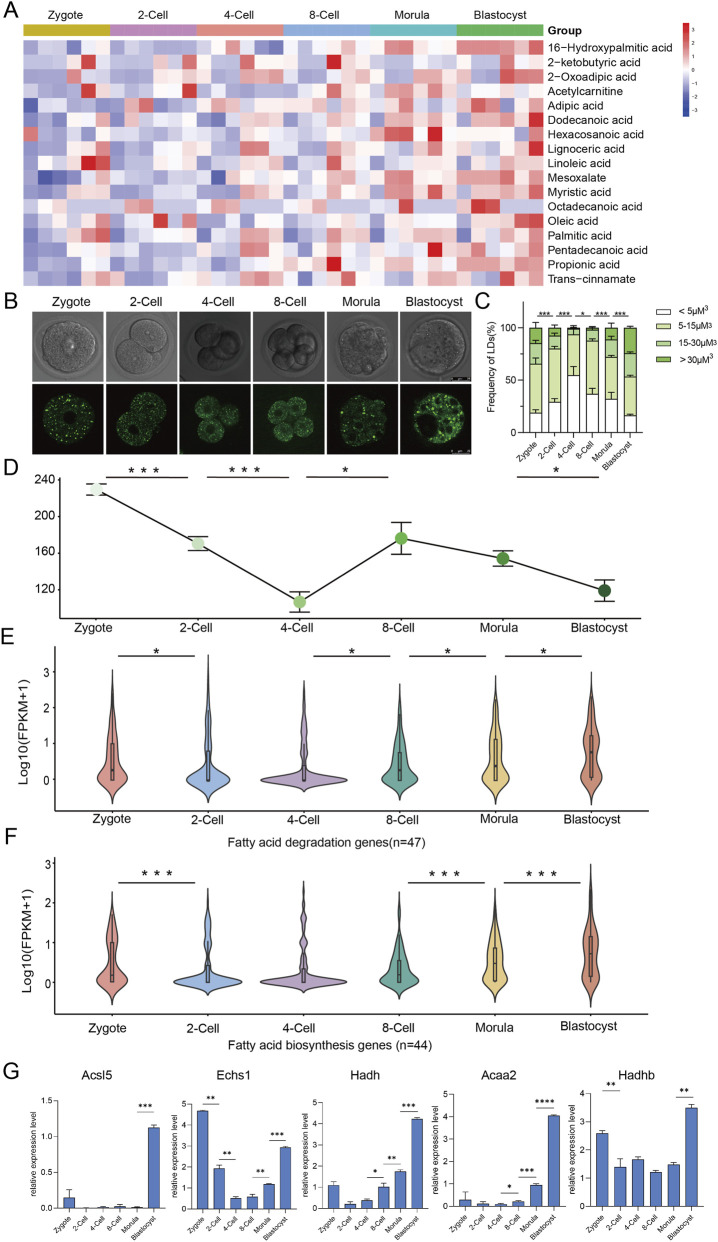
Dynamic metabolic profiles of fatty acid during mouse pre-implantation embryonic development. **(A)** Heatmap showing dynamics of fatty acid metabolites during mouse preimplantation embryonic development. **(B)** Images of BODIPY 493/503-stained lipid droplets (LDs) in in vitro pre-implantation embryos from zygote to blastocyst stages in KSOM medium. Scale bars, 25 μm. **(C)** Quantification of volume of LDs in embryos from **(B)** Error bars, mean ± SEM; Zygote (n = 5 biologically independent replicates), 2-Cell (n = 10), 4-Cell (n = 8), 8-Cell (n = 5), Morula (n = 4), Blastocyst (n = 9); Student’s t-test; *p < 0.05; ***p < 0.001. **(D)** Quantification of the total number of lipid droplets per embryo from **(B)**. Error bars, means ± SEM; two-tail t-test; *p < 0.05; ***p < 0.001. **(E)** Violin plot showing dynamic changes in lipid biosynthesis pathway-associated genes during mouse pre-implantation embryonic development. n = 3 biologically independent replicates; Student’s t-test; *P < 0.05. **(F)** Violin plot showing dynamic changes in lipid degradation pathway-related genes during mouse pre-implantation embryonic development. n = 3 biologically independent replicates; Student’s t-test; ***P < 0.001. **(G)** The expressions of some β-oxidation related genes during mouse pre-implantation embryo development checked by qPCR.Error bars, mean ± SEM; Student’s t-test; *p < 0.05; **p < 0.01, ***p < 0.001.

### 3.2 LCFAO inhibition results in preimplantation developmental arrest in mice

Fatty acid β-oxidation primarily occurs in mitochondria and peroxisomes. Fatty acids can be classified into long-chain fatty acids (LCFAs) and medium/short-chain fatty acids (MCFAs/SCFAs) based on the length of carbon chains, and LCFAs require the carnitine acyltransferases CPT1 and CPT2 for the intake into mitochondria (Figure 2A). To investigate the role of fatty acid β-oxidation in preimplantation embryonic development, we treated embryos with different concentrations of Etomoxir (CPT1a inhibitor, ETO), Trimetazidine (long-chain 3-ketoacyl-CoA thiolase inhibitor, TMZ), and 2-Methylene cyclopropane acetic acid (medium/short-chain fatty acid β-oxidation inhibitor, MCPA). We found that MCPA treatment had no significant effect on the early development, which was in line with the point that LCFAs are the most abundant fatty acids in mammalian cells. However, we observed that TMZ treatment, but not ETO, led to massive embryonic arrest, with significantly lower developmental rates at the 8-cell to blastocyst stages compared to the control group (Figures 2B,C). Actually, it has been reported that ETO has no significant effect on preimplantation embryonic development. This may be attributed to the fact that Cpt1a, Cpt1b, and Cpt2 genes are barely expressed before the blastocyst stage (GSE70605) (Figure 2D), and the transcriptomic data (GSE70605) also showed the expressions of peroxidase family genes were particularly high from the 8-cell stage (Figure 2E), indicating that the LCFAO may mainly happen in peroxisomes, but not mitochondria, at the early stages of mouse preimplantation development. In addition, TMZ treatment resulted in a significant enrichment of fatty acids at the 8-cell stage (Figures 2F,G), suggesting that TMZ inhibits the degradation of fatty acids. These results demonstrate that the β-oxidation of LCFAs plays a regulatory role in mouse preimplantation embryonic development.

**FIGURE 2:**
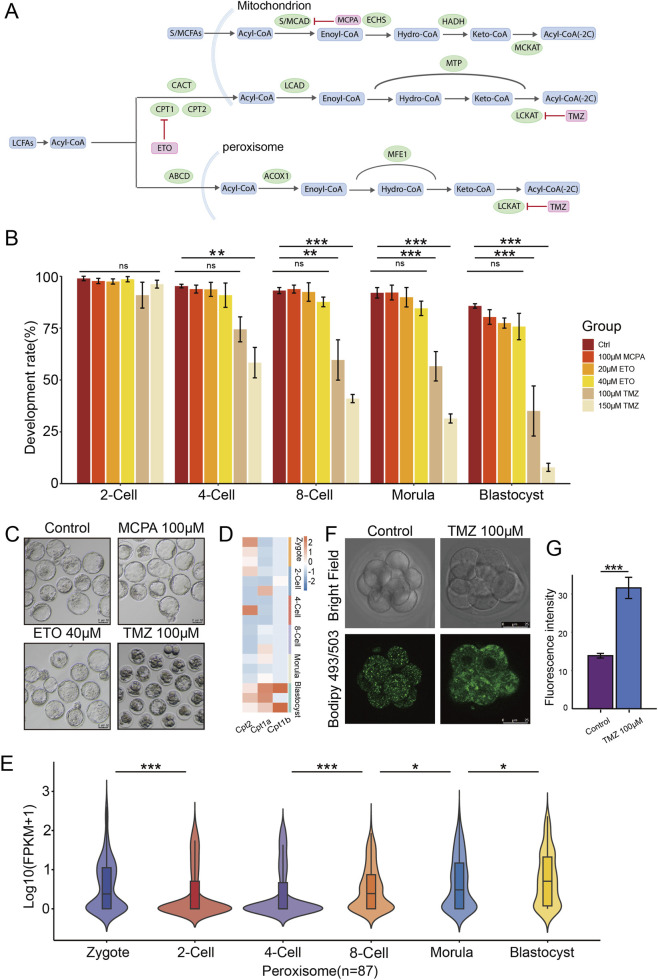
Inhibition of LCFAO results in pre-implantation developmental arrest in mice. **(A)** Schematic diagram of the metabolic pathways of long-chain, and medium-/short-chain fatty acids. **(B)** Bar plots showing the proportion of embryos that successfully developed to each stage under control conditions and treatment with different types and doses of inhibitors. Error bars, means ± SEM; n = 3 biologically independent replicates. ns, not significant; one-way analysis of variance (one-way ANOVA); **p < 0.01; ***p < 0.001. **(C)** Development images of control, MCPA-treated, ETO-treated and TMZ-treated embryos. **(D)** Heatmap showing dynamics of Cpt1a, Cpt1b, and Cpt2 genes expressions during mouse preimplantation embryonic development. **(E)** Violin plot showing the expressions of peroxidase family genes during mouse preimplantation embryonic development. n = 3 biologically independent replicates. **(F)** Images of BODIPY 493/503-stained lipid droplets (LDs) in the control and TMZ-treated 8-cell embryos. Scale bars, 25 μm. **(G)** Quantification of fluorescence intensity from **(F)**. Error bars, means ± SEM; n = 3 biologically independent replicates; Student’s t-test; ***p < 0.001.

### 3.3 Inhibition of LCFAO leads to S phase arrest in mouse preimplantation embryos

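Trimetazidine (TMZ), an inhibitor of the long-chain 3-ketoacyl-CoA thiolase of fatty acid β-oxidation, was given to mouse embryos in culture at 100 μM. RNA was sequenced at the 8-cell stage, 70 h after hCG injection, and at the morula stage, 78 h after it. Each of the 4 groups, control and TMZ at each stage, had 2 libraries made by full-length amplification of mRNA. The authors trimmed the reads with fastp, aligned them to GRCm39 with STAR, counted fragments per gene with featureCounts and deposited FPKM values in a table for each stage. Both TMZ columns of the 8-cell table carry the same header, so these libraries are called A and B here and have no replicate number. FPKM is a whole number of fragments divided by the length of the gene and the total of the library, and the values were solved for these totals. The totals were 40850061 and 32489992 fragments for the 8-cell control libraries and 43035090 and 64814423 for TMZ libraries A and B. At the morula stage they were 33033251 and 33552381 for the control libraries and 32783346 and 31672356 for the TMZ libraries. The SD of log2 expression between replicates was 0.40 in 8-cell controls, 0.52 in 8-cell TMZ embryos, 0.32 in morula controls and 0.30 in TMZ morulae. The tables list no gene names. Each entry was assigned to a gene by aligning the gene lengths recovered from the table to the genes of the GENCODE vM39 annotation in order of their Ensembl identifiers. This named 9134 of the 10021 entries tested at the 8-cell stage and 8522 of the 9685 tested at the morula stage, each with a posterior probability of at least 0.95, so every gene name here is inferred from length and order. TMZ was compared with control within each table by limma-trend on log2(FPKM + 1) over entries with a mean of at least 1 FPKM, a scale that understates the change of genes with low values. The threshold was that of Figure 3, an unadjusted P under 0.05 and a log2 fold change beyond 0.5, and Benjamini-Hochberg adjusted p-values are given beside it. With 2 libraries per group, leaving out a library gives a value but no test.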

To investigate the mechanisms by which LCFAs affect preimplantation development, we performed RNA sequencing (RNA-seq) on 8-cell embryo and morula treated with TMZ. Principal component analysis (PCA) distinguished the TMZ-treated groups from controls (Figure 3A). 

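Principal components were computed over the 8545 genes assigned in both tables with a mean of at least 1 FPKM over the 8 libraries. The tables were normalized separately by the authors. PC1 held 36.05% of the variance and PC2 22.6%. On PC1 the 8-cell control libraries lay at -10.6 and -20.2 and the 8-cell TMZ libraries at -24.5 (A) and -37.1 (B). The morula control libraries lay at 27.8 and 31.99, and the TMZ morulae at 21.1 and 11.4. At each stage both TMZ libraries thus lay below both control libraries on PC1. On PC2, 8-cell TMZ library A lay at -41.7, and the other 7 libraries lay between -14.5 and 22.5. Without library A, PC1 held 43.6% of the variance and PC2 18.2%. Across genes, which are not independent replicates, Pearson's r between the 8-cell TMZ libraries was 0.942, lower than between either of them and either 8-cell control library (0.948 to 0.956). The replicates of the morula stage had r of 0.978 (control) and 0.982 (TMZ), and r between control and TMZ morulae ran from 0.958 to 0.977. No test was run on the components, since permuting the labels of 2 libraries per group allows no p-value under 0.05 within a stage.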

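Of the 10021 genes tested at the 8-cell stage, 135 were higher and 497 lower in TMZ-treated embryos past the threshold of Figure 3. They were also the 632 genes with an unadjusted P under 0.05, where chance alone would give 501.05. This excess was lost with no filter on expression, which gave 1303 genes where chance would give 1501.85. None of the 632 had an adjusted p-value under 0.05 (limma, smallest 0.154). The median log2 fold change of all tested genes was -0.19, and ran from -0.29 (without TMZ library B) to -0.11 (without TMZ library A) when a library was left out. Median-ratio scaling, which divides each library by the median of its ratios to the geometric mean, moved this median to 0.014 and gave 268 higher and 280 lower genes. The share of higher genes was 21.4% with FPKM as deposited and 48.9% after scaling. Of the named genes past the threshold whose groups did not overlap, which chance alone gives for 33.3% of genes, the largest rises were in Bc1, Rpl30-ps6 and Rpl23a-ps4. Bc1 (chromosome 7 of GRCm39, 144468199 to 144468374, a long noncoding RNA) rose from 1.70 ± 0.394 to 13.1 ± 2.69 FPKM (SD, n = 2), a log2 fold change of 2.38 (standard error 0.39, adjusted p = 0.354 from limma). The processed pseudogenes Rpl30-ps6 (chromosome 1, 86401381 to 86401728) and Rpl23a-ps4 (chromosome 2, 132504162 to 132504616) had log2 fold changes of 2.25 and 2.17. An entry with no assigned gene ranked among these rises. The largest falls were in H2ac14-ps, Gm9376 and Gm19248. The pseudogene H2ac14-ps (chromosome 13, 21905627 to 21905978) fell from 22.9 ± 2.38 to 0.946 ± 0.903 FPKM (SD, n = 2), a log2 fold change of -3.70 (standard error 0.44, adjusted p = 0.154 from limma). Gm9376 (chromosome 14, 118504372 to 118505100, protein-coding) had a log2 fold change of -3.10 (adjusted p = 0.771 from limma), of -1.26 without TMZ library B and of -4.94 without TMZ library A. Gm19248 (chromosome 7, 46616996 to 46617105, a processed pseudogene) had a log2 fold change of -3.09 and was listed at 0 in TMZ library A. From 12.7% (Rpl23a-ps4) to 93.5% (H2ac14-ps) of the 31-base stretches of these 6 genes occur elsewhere in GRCm39, so their fragments could have been split between copies.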

Differential expression gene analysis revealed that 572 genes were upregulated and 411 genes were downregulated in TMZ-treated 8-cell embryos compared to the control group (Figure 3B). GO analysis indicated that the downregulated genes were enriched in lipid metabolic process, mitotic cell cycle, and fatty acid biosynthetic process, and KEGG analysis were enriched in fatty acid biosynthesis and fatty acid metabolism (Figure 3C). 

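The GO and KEGG terms were not recomputed here. Lists of genes were tested instead with limma's camera at a preset correlation of 0.01, adjusted over 17 lists. Of the 9134 named genes tested, 4.71% were lower past the threshold. None of the 14 genes of fatty acid synthesis, elongation and desaturation was among them, and the list had a median log2 fold change of -0.12 (adjusted p = 0.977 from limma). The 20 genes of cholesterol synthesis and SREBP2 targets had a median of -0.26, with 17 below 0 and 1, Cyp51, past the threshold (adjusted p = 0.977 from limma). The glycerolipid list (21 genes) had a median of -0.13, with none of its genes past the threshold (adjusted p = 0.977 from limma). The G2/M list (52 genes) had a median of -0.15, with Dlgap5 lower and Cks2 higher past the threshold (adjusted p = 0.977 from limma). Of these 4 lists, with all 4 libraries, the cholesterol list alone had a median below that of all tested genes, at a difference of -0.067. Without TMZ library B it was above it (0.0073) and the G2/M median below it (-0.0098), and without control replicate 2 both were below it (-0.21 and -0.013). The cholesterol difference was -0.34 without TMZ library A and -0.019 without control replicate 1. After median-ratio scaling the medians of the fatty acid synthesis, glycerolipid and G2/M lists were 0.12, 0.10 and 0.085, and that of the cholesterol list moved closer to 0 and stayed below it. The TCA cycle list had a median of -0.37, with all 22 genes below 0 and 3, Idh2, Sdha and Fh1, past the threshold (adjusted p = 0.0469 from limma). That call was not kept by fry (adjusted p = 0.432 from limma), by camera with an estimated correlation (adjusted p = 1.00 from limma) or after median-ratio scaling, which gave a median of -0.15 (adjusted p = 0.252 from limma). Nor was it kept with a mean of at least 5 FPKM (adjusted p = 0.297 from limma), all 8 libraries in one fit (adjusted p = 0.0779 from limma), no trend (adjusted p = 0.0777 from limma), assignments at a posterior of 0.99 (adjusted p = 0.0948 from limma) or entries of exact length, where the median was -0.13 (adjusted p = 0.886 from limma). It was kept with a pseudocount of 0.1, no filter and quantile normalization. When a library was left out, the fatty acid synthesis median ran from -0.29 (without TMZ library B) to 0.17 (without TMZ library A), the glycerolipid median from -0.25 (without control replicate 2) to -0.029 (without control replicate 1), the G2/M median from -0.30 (without TMZ library B) to -0.075 (without control replicate 1) and the cholesterol median from -0.47 (without control replicate 2) to -0.15 (without control replicate 1). The TCA cycle median was -0.59 without TMZ library A. The genes named from these lists were chosen after their values were seen.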

At the morula stage, in comparison to the control group, 1225 genes were upregulated and 1023 genes were downregulated in the treated embryos (Figure 3D), with downregulated genes primarily involved in lipid metabolic process, mitotic cell cycle and fatty acid metabolic process and KEGG analysis were enriched in fatty acid elongation, fatty acid metabolism, and biosynthesis of unsaturated fatty acids (Figure 3E). Furthermore, the expressions of genes related to fatty acid metabolism and cell cycle S phase were downregulated (Figures 3F,G). 

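Of 9685 genes tested at the morula stage, 693 were higher and 1040 lower in TMZ-treated embryos past the threshold of Figure 3, and 1900 had an unadjusted P under 0.05 where chance would give 484. The share of higher genes was 40.0% with FPKM as deposited and 55.1% after median-ratio scaling, with 946 higher and 772 lower. An adjusted p-value under 0.05 (limma) was found for 3 genes, Gm9376, Lztr1 and Rps24-ps3, the last of which is named because of its value. Among named genes the largest rises were in Gm9376, Or5ak25 and Mir5619, and 2 entries with no assigned gene ranked among them. Gm9376 rose from 3.83 ± 0.016 to 41.3 ± 7.54 FPKM (SD, n = 2), a log2 fold change of 3.12 (standard error 0.21, adjusted p = 0.0121 from limma). Its direction was opposite at the 8-cell stage, and the difference between the stages had an adjusted p-value of 0.230 (limma). Or5ak25 (chromosome 2, 85267872 to 85273983), annotated as an olfactory receptor gene, had a log2 fold change of 2.04 (adjusted p = 0.161 from limma). Mir5619 (chromosome 5, 104195869 to 104195929) is a microRNA gene listed at 0 in both control libraries and at 1.00 and 6.21 FPKM in the TMZ libraries. The largest falls were in Lztr1, Gm42783 and Gm8540. Lztr1 (chromosome 16, 17326299 to 17344202, protein-coding) fell from 13.6 ± 2.25 to 0.427 ± 0.201 FPKM (SD, n = 2), a log2 fold change of -3.35 (standard error 0.24, adjusted p = 0.0121 from limma). In 8-cell embryos it stood at 0.913 FPKM in control replicate 1 and between 17.5 and 24.3 FPKM in the other libraries. Gm42783 (chromosome 3, 96631842 to 96632636) had a log2 fold change of -3.21, which ran from -4.81 (without TMZ replicate 2) to -1.61 (without TMZ replicate 1) when a library was left out. The pseudogene Gm8540 (chromosome 10, 21916600 to 21924411) had a log2 fold change of -2.96, which ran from -4.68 (without TMZ replicate 1) to -1.24 (without TMZ replicate 2). Elsewhere in GRCm39 occur 18.4% of the 31-base stretches of Gm42783 and 21.8% of those of Gm8540. Of the gene lists, fatty acid synthesis, elongation and desaturation had a median log2 fold change of -0.28 (adjusted p = 0.243 from limma), with 12 of 16 genes below 0. Glycerolipid metabolism had a median of -0.37 (adjusted p = 0.163 from limma), with 14 of 18 below 0. The G2/M list had a median of -0.15 (33 of 52 below 0) and cholesterol synthesis and SREBP2 targets a median of -0.068 (11 of 19 below 0), both with an adjusted p-value of 0.820 (limma). The G2/M median was -0.048 without TMZ replicate 2 and -0.054 without control replicate 1, and the cholesterol median ran from -0.16 (without control replicate 1) to -0.017 (without TMZ replicate 1). The median of all tested genes was -0.076. Of the 8522 named genes 10.8% were lower past the threshold, as were Elovl5 and Acot7 of the fatty acid synthesis list and Gpat3 and Pnpla3 of the glycerolipid list, named after their values were seen.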

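The text of the paper does not name the genes of Figures 3F and G, so an S phase list of 43 genes and a fatty acid metabolism list of 89 genes were used. Of these, 40 and 39 were tested at the 8-cell stage, and at the morula stage 38 and 42. The S phase list had a median log2 fold change of -0.11 at the 8-cell stage (adjusted p = 0.977 from limma's camera) and -0.057 at the morula stage (adjusted p = 0.734 from limma). Relative to the median of all tested genes these were 0.078 and 0.019. With a library left out, the relative value ran from -0.0021 (without TMZ library A) to 0.20 (without TMZ library B) at the 8-cell stage and from -0.091 (without control replicate 2) to 0.082 (without control replicate 1) at the morula stage, so its sign depended on single libraries. The fatty acid metabolism list had a median of -0.20 at the 8-cell stage (adjusted p = 0.977 from limma) and -0.29 at the morula stage (adjusted p = 0.125 from limma), or -0.016 and -0.21 relative to all tested genes. These relative values ran from -0.072 (without TMZ library A) to 0.077 (without TMZ library B) at the 8-cell stage and from -0.26 (without TMZ replicate 2) to -0.13 (without control replicate 2) at the morula stage. Neither list passed an adjusted p-value of 0.05 under fry or an estimated correlation. After median-ratio scaling the S phase medians were 0.088 and 0.030 and the fatty acid medians 0.034 and -0.20. Without control replicate 2, the S phase median was -0.26 at the 8-cell stage and -0.15 at the morula stage, and -0.027 without morula control replicate 1. The fatty acid median was -0.13 without 8-cell control replicate 1 and -0.19 without morula control replicate 2. Over all genes tested, and adjusted over the list alone, 0 genes of either list had an adjusted p-value under 0.05 at either stage, while 6 S phase and 10 fatty acid genes had an unadjusted P under 0.05 at the morula stage (0 and 2 at the 8-cell stage). With libraries as the replicates, the mean of each list was lower in both TMZ libraries than in both control libraries at each stage. The score over both stages was -0.14 for S phase and -0.23 for fatty acid metabolism (two-sided exact permutation p = 0.0556 for each, the smallest that the 36 label assignments allow). The lists of cholesterol synthesis, mitochondrial and peroxisomal β-oxidation, pluripotency, replication licensing and trophectoderm reached the same smallest value. It is thus not particular to S phase and fatty acid metabolism. After median-ratio scaling the scores of S phase and fatty acid metabolism were 0.017 (exact permutation p = 0.889) and -0.085 (exact permutation p = 0.278). Of the fatty acid genes, Decr2, Hsd17b4 and Acot7 fell most on average over both stages. Decr2 (chromosome 17, 26300178 to 26309528) fell from 10.9 ± 0.783 to 5.10 ± 0.3999 FPKM at the 8-cell stage (SD, n = 2), and 15.7% of its 31-base stretches occur elsewhere in GRCm39. Hsd17b4 (chromosome 18, 50261268 to 50330439) fell from 2.94 ± 0.265 to 0.854 ± 0.656 FPKM at the 8-cell stage (SD, n = 2). Acot7 (chromosome 4, 152262136 to 152356313) fell from 16.2 ± 0.371 to 9.86 ± 1.69 FPKM at the morula stage (SD, n = 2). Their log2 fold changes ran from -1.13 to -0.89 at the 8-cell stage and from -0.82 to -0.59 at the morula stage. That of Acot7 at the 8-cell stage was -0.17 without TMZ library A and -1.61 without TMZ library B. In morulae, without control replicate 2, that of Decr2 was -0.42 and that of Hsd17b4 -0.30. Acaa2 (chromosome 18, 74911948 to 74953492), a mitochondrial 3-ketoacyl-CoA thiolase, fell from 20.2 ± 3.78 to 10.97 ± 0.716 FPKM in morulae (SD, n = 2), a log2 fold change of -0.82 (standard error 0.21, adjusted p = 0.167 from limma). Of the other β-oxidation genes the paper measured by qPCR, Hadha (-0.64), Hadh (-0.56), Acadl (-0.28) and Echs1 (-0.28) were lower in morulae. The Echs1 libraries overlapped, Hadhb stood at 0.061 and Acsl5 was not tested. At the 8-cell stage the values were -0.60 (Acaa2), -0.62 (Acadl), -0.32 (Hadha), -0.050 (Hadhb), -0.015 (Hadh) and 0.091 (Echs1). There the libraries of all but Acaa2 overlapped. Elsewhere in GRCm39 occur 14.4% of the 31-base stretches of Hadhb and 13.7% of those of Echs1.

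**Figure D1:**
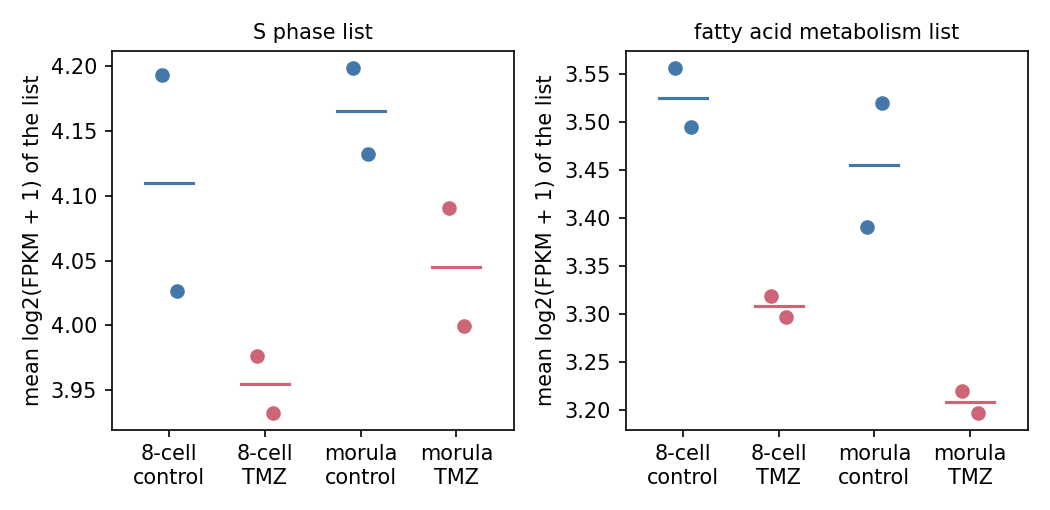
Mean log2(FPKM + 1) of the S phase list and of the fatty acid metabolism list in each library, by stage and treatment, with FPKM as deposited; points are libraries and lines the mean of the 2 libraries of a group, and the axes do not start at 0. The TMZ libraries lie below the control libraries of their stage, while after median-ratio scaling the score of the S phase list over both stages was 0.017.

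After the lower expression of S phase genes the paper tested DNA synthesis by BrdU staining, and with the delayed development it proposes that LCFAO takes part in regulating cell cycle progression.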

To validate the impact of TMZ on the S phase, we performed 5-bromodeoxyuridine (BrdU) staining on 8-cell embryos, and found significantly reduced DNA synthesis signals in TMZ-treated embryos (Figure 3H). Furthermore, the developmental delay was also observed in the TMZ-treated embryos at 54 h post-fertilization. These findings suggest that LCFAO participates in regulating cell cycle progression in mouse preimplantation embryos.

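Replication licensing genes, a list of 22 that overlaps the S phase list, had a median log2 fold change of -0.15 over 21 genes at the 8-cell stage (adjusted p = 1.00 from limma's camera) and -0.18 over 20 genes at the morula stage (adjusted p = 0.243 from limma). Below 0 were 15 of 21 and 13 of 20 genes. At the morula stage 6 of the 20 were lower past the threshold of Figure 3 and 1, Orc4, was higher. Over all genes tested 0 of the 20 had an adjusted p-value under 0.05, against 3 adjusted over the list alone, Mcm3, Mcm5 and Mcm10. Orc4, Mcm3 and Mcm10 were chosen after their values were seen. None passed the threshold at the 8-cell stage, where after median-ratio scaling the median was 0.090.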

**FIGURE 3:**
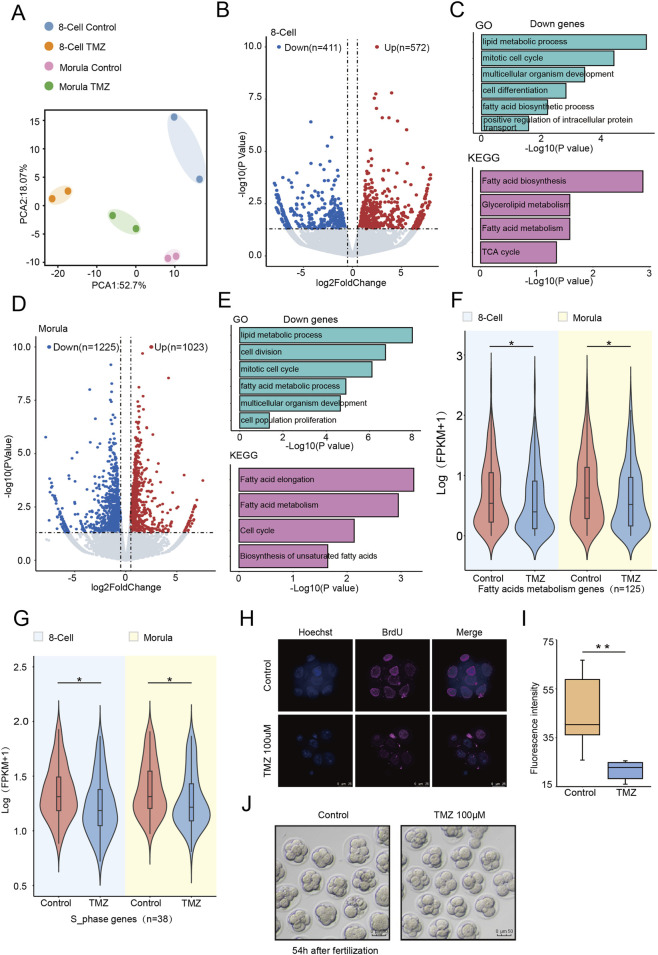
Inhibition of LCFAO leads to cell cycle arrest in mouse preimplantation embryo. **(A)** Principal component analysis (PCA) plots of control and TMZ-treated embryos at the 8-cell and morula stages (n = 2 biologically independent replicates) **(B)** RNA-seq analysis of control and TMZ-treated mouse 8-cell embryos. Volcano plots show gene expression changes. Red and blue dots indicate upregulated (log2FoldChange >0.5) and downregulated (log2FoldChange < −0.5) genes with P < 0.05. **(C)** GO and KEGG analysis of downregulated genes in TMZ-treated 8-cell mouse embryos. **(D)** RNA-seq analysis of control and TMZ-treated mouse morula embryos. Volcano plots show gene expression changes. Red and blue dots indicate upregulated ((log2FoldChange >0.5) and downregulated (log2FoldChange < −0.5) genes with P < 0.05. **(E)** GO and KEGG analysis of downregulated genes in TMZ-treated mouse morula embryos. **(F)** Violin plot shows the downregulation of fatty acid metabolism-related genes in TMZ-treated mouse 8-cell and morula embryos. **(G)** Violin plot shows the downregulation of cell cycle-related genes in TMZ-treated mouse 8-cell and morula embryos. **(H)** BrdU staining showing that TMZ-treated embryos lead to cell division arrest. Scale bars, 25 μm. **(I)** Quantification of fluorescence intensity from **(H)**. Error bars, means ± SEM; n = 6 biologically independent replicates; Student’s t-test; **p < 0.01. **(J)** Developmental images showing TMZ treatment leads to the delayed embryonic development.

### 3.4 Inhibition of LCFAO results in the reduced H3K18ac levels in mouse preimplantation embryos

To understand the cell cycle arrest resulted by the inhibition of LCFAO, we utilized our previously developed preimplantation embryo metabolic analysis computational framework (Preimplantation Embryos Metabolic Analysis, PEMA; available at https://github.com/summus-kong/PEMA) to analyze the transcriptomic data of morulae treated with TMZ. The results indicated that the levels of various fatty acid metabolism-associated intermediates were decreased by TMZ treatment, such as acetyl-CoA levels, which serves as a key substrate for histone acetylation (Figure 4A). 

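The PEMA computation was not repeated here, and metabolite levels were not analysed here. In the RNA of the morulae, 14 genes of acetyl-CoA supply had a median log2 fold change of 0.018 under TMZ, with 7 below 0 and 7 above (adjusted p = 0.734 from limma's camera). Past the threshold of Figure 3, Acaa2 and Hadha were lower and Mpc1, named after its value was seen, was higher. The 22 TCA cycle genes had a median of -0.018, with 11 on each side of 0 (adjusted p = 0.696 from limma). For both lists the control and TMZ libraries overlapped. Leaving out a library moved the acetyl-CoA median between -0.022 (without TMZ replicate 1) and 0.038 (without TMZ replicate 2), and the TCA cycle median between -0.12 (without control replicate 1) and 0.026 (without TMZ replicate 2). The mitochondrial β-oxidation list had a median of -0.28 (12 of 18 genes below 0, adjusted p = 0.278 from limma) and the peroxisomal list -0.29 (12 of 16 below 0, adjusted p = 0.266 from limma). Without control replicate 2 the mitochondrial median was -0.048.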

Given that the remarkable cell cycle arrest begins at the 8-cell stage, we analyzed the dynamic changes in genome-wide histone modifications (H3K18ac, H3K27ac, and H3K9ac) from the 4-cell to 8-cell stages using publicly available databases (CRA006815). The data revealed a significant increase in H3K18ac levels between the 4-cell and 8-cell stages (Figure 4B). The results were also confirmed by immunofluorescence (Figures 4C,D). Importantly, in the TMZ-treated groups, the acetylation signals of H3K18 were significantly diminished (Figures 4C,D). The addition of sodium acetate can compensate for histone acetylation; therefore, we supplemented sodium acetate together with TMZ. Although the compensatory effect on development was not substantial (Figure 4E), embryos in the acetate-supplemented group showed a slight increase in H3K18ac signal enrichment at both the 8-cell and morula stages compared to the TMZ-treated group (Figure 4F). Acetate supplementation exhibited a moderate compensatory effect. Altogether, these findings indicate that inhibition of LCFAO leads to a reduction in H3K18ac levels.

**FIGURE 4:**
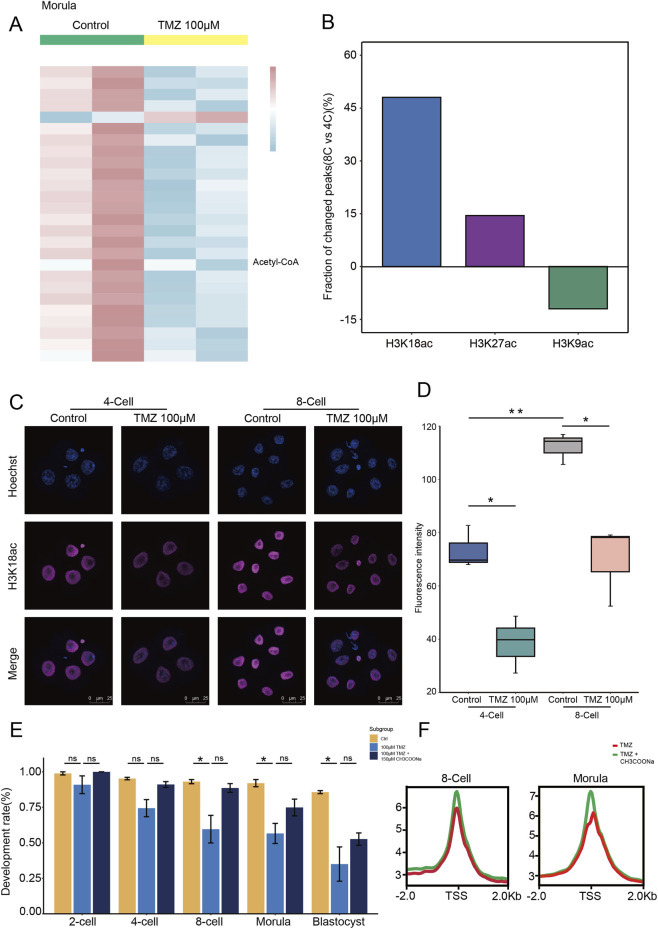
Inhibition of LCFAs β-oxidation leads to a reduction in H3K18ac levels. **(A)** Heatmap showing that compared to the control group, TMZ treatment led to a reduction in fatty acid metabolism-associated intermediates levels. **(B)** Dynamic changes in H3K18ac, H3K27ac, and H3K9ac enrichments from the 4-cell to 8-cell stages. **(C)** Immunofluorescence of H3K18ac on mouse 4-cell and 8-cell embryos with or without TMZ treatment. **(D)** Quantification of fluorescence intensity from **(C)** Error bars, means ± SEM; n = 3 biologically independent replicates; Student’s t-test; *p < 0.05, **p < 0.01. **(E)** Bar plots showing the proportion of embryos that successfully developed to each stage under control conditions, treatment with the TMZ inhibitor, and treatment with the TMZ inhibitor followed by acetate supplementation. Error bars, means ± SEM; n = 3 biologically independent replicates. ns, not significant; one-way analysis of variance (one-way ANOVA); *p < 0.05. **(F)** Metaplot of H3K18ac enrichment at the promoters of coding genes in 8-cell and morula embryos treated with the TMZ inhibitor and with the TMZ inhibitor followed by acetate supplementation.

### 3.5 LCFAO may influence the expression of S phase-related genes through H3K18ac

To understand how H3K18ac mediated by LCFAO regulates mouse preimplantation development, we employed low-input Cleavage Under Targets and Tag mentation (CUT&Tag) technology to establish the genome-wide H3K18ac histone modification profiles in 8-cell and morula embryos. Unsupervised clustering analysis demonstrated high intra-group correlation and clear separation between the control and TMZ-treated groups (Figure 5A). Both the intensity and enrichment of the H3K18ac signals were reduced in TMZ-treated embryos compared to controls at both the 8-cell and morula stages (Figures 5B,C). Notably, TMZ-treated 8-cell and morula embryos exhibited significantly lower H3K18ac peaks at S phase-related genes, which was correlated with their downregulated expressions (Figure 5D). For example, the decreased H3K27ac and RNA signals were observed at the locus of DNA replication licensing factor, Mcm4, in the TMZ-treated group (Figure 5E). 

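The H3K18ac signals were not analysed here. Of the S phase genes tested, 26 of 40 had a lower mean in TMZ-treated 8-cell embryos and 24 of 38 in TMZ morulae. All tested genes had medians of -0.19 and -0.076 at these stages, and the S phase medians lay 0.078 and 0.019 above them. These counts thus show no fall particular to S phase genes. Past the threshold of Figure 3 were no S phase genes at the 8-cell stage and 4 at the morula stage, the lower Ung, Mcm2, Mcm5 and Clspn, the last named after its value was seen. Ung, Mcm2 and Mcm5 fell most on average over both stages. Ung (chromosome 5, 114268417 to 114277384) had log2 fold changes of -0.62 at the 8-cell stage and -0.96 at the morula stage (adjusted p = 0.790 and 0.161 from limma). Its expression in morulae was 27.4 ± 1.22 FPKM in controls and 13.6 ± 2.24 FPKM under TMZ (SD, n = 2). Mcm2 (chromosome 6, 88860452 to 88875762) had log2 fold changes of -0.56 and -0.93, and Mcm5 (chromosome 8, 75836140 to 75856231) of -0.59 and -0.85. At both stages the TMZ libraries of these 3 genes lay below the control libraries. When a library was left out, the morula value of Mcm2 ran from -1.37 (without TMZ replicate 1) to -0.49 (without TMZ replicate 2). At the 8-cell stage that of Mcm2 was -0.33 without TMZ library A and that of Ung -0.35 without control replicate 1, and that of Mcm5 ran from -0.91 (without control replicate 2) to -0.27 (without control replicate 1) and was -0.33 without TMZ library B.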

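Mcm4 encodes a subunit of the replicative MCM helicase and lies on the minus strand of chromosome 16 of GRCm39 from 15440211 to 15455264. It was assigned with a posterior probability of 0.994 in the 8-cell table and 0.989 in the morula table. In 8-cell embryos it was expressed at 15.9 ± 0.939 FPKM in controls and 11.1 ± 0.801 FPKM under TMZ (SD, n = 2), a log2 fold change of -0.48 (standard error 0.33, adjusted p = 0.809 from limma). In morulae it was expressed at 18.7 ± 1.47 and 13.8 ± 4.02 FPKM (SD, n = 2), a log2 fold change of -0.44 (standard error 0.24, adjusted p = 0.332 from limma). Both TMZ libraries lay below both control libraries at each stage, and neither fold change passed the threshold of Figure 3. Leaving out a library at a time gave -0.55 to -0.42 at the 8-cell stage and -0.72 to -0.16 at the morula stage. Mcm4 had at least 1245 fragments in every library. The histone signal at the locus was not analysed here.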

The results suggest that the loss of H3K18ac levels at the promoters of S phase-related genes may contribute to the impaired expressions. Collectively, we demonstrate that LCFAO could regulate the cell cycle through H3K18ac and plays a critical role in mouse preimplantation development.

**FIGURE 5:**
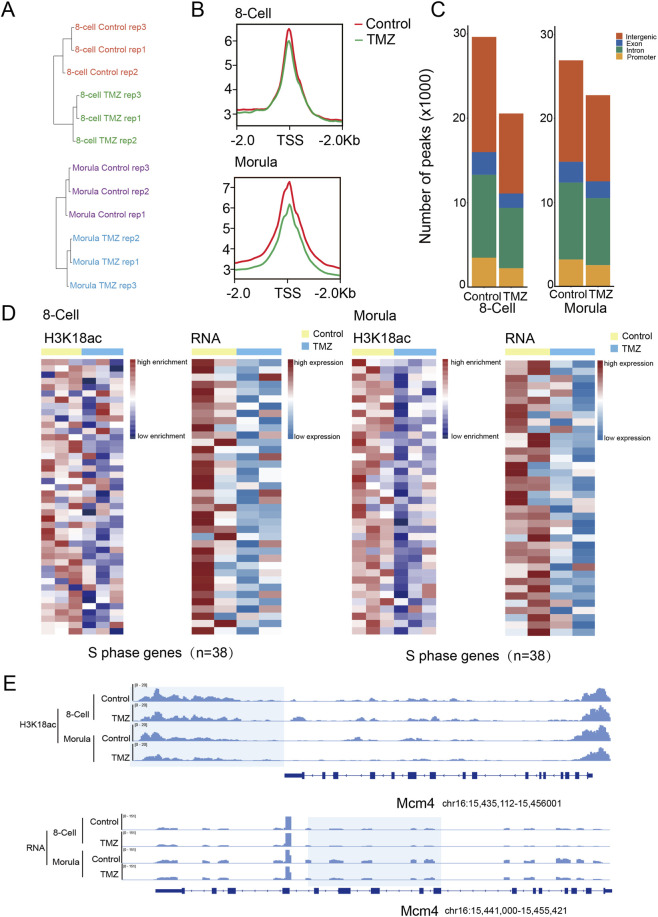
LCFAs β-oxidation regulates the expressions of S phase-related genes by H3K18ac. **(A)** Unsupervised clustering of H3K18ac signals of the embryos as indicated. n = 3 biologically independent replicates **(B)** Metaplot of H3K18ac enrichment at the promoters of coding genes of the embryos as indicated. **(C)** Fraction of the mouse genome covered by H3K18ac reads among the embryos as indicated, and percentages of H3K18ac peaks assigned to the promoter, intron, exon, and intergenic regions. **(D)** Heatmap (left) of H3K18ac signals ranked by their relative changes and expression changes of S phase genes between the 8-cell embryos treated with or without TMZ. Heatmap (right) of H3K18ac signals ranked by their relative changes and expression changes of S phase genes between the morula treated with or without TMZ. **(E)** Genome browser view of H3K18ac (up) and RNA (down) signals at the *Mcm4* locus at the 8-cell and morula embryos.

## 4 Discussion

Preimplantation embryonic development is a process involving cell proliferation and epigenetic remodeling (Jukam et al., 2017). This process requires precise regulation of transcription and epigenetic modifications by metabolites to ensure orderly development; otherwise, it may lead to embryonic developmental failure (Zhao et al., 2023). In this study, we observed substantial accumulation of fatty acids in mouse embryos during preimplantation development, and the expressions of fatty acid degradation-related genes are also increased along the developmental process. Inhibition of LCFAO resulted in the developmental retardation at the 8-cell stage. Mechanistically, LCFAO could regulate the expressions of cell cycle S phase-related genes through H3K18ac.

Preimplantation embryos acquire nutrients from oviduct fluid, including pyruvate, lactate, and glucose (Brinster, 1965a; Brinster, 1965b). Beyond these nutrients, embryos also utilize endogenous energy reserves such as fatty acids. Lipids stored in mammalian oocytes serve as potential energy reservoirs before ZGA, with fatty acids accumulating in the cytoplasm via hydrophobic lipid droplets (Sturmey et al., 2009). The quantity and distribution of lipid droplets vary significantly among species. For instance, pig, cow, and sheep oocytes and early embryos contain abundant lipid droplets (Ferguson and Leese, 1999; McEvoy et al., 2000; Leroy et al., 2005; Schelbach et al., 2010; Sudano et al., 2011), whereas mouse and human embryos possess relatively fewer (Matorras et al., 1998; Haggarty et al., 2006; Bradley et al., 2016). In this study, we observed that lipid droplets gradually increase after 4-cell stage in mouse early embryos, becoming particularly pronounced at the morula and blastocyst stages, indicating a progressive elevation in embryo metabolic activity as development proceeds.

Endogenous lipids play a crucial role in mouse embryonic development; reduced lipid droplet numbers correlate with decreased triglyceride levels and embryonic developmental arrest (Tatsumi et al., 2018), and lipid desaturases are required for *in vitro* blastocyst development and implantation (Zhang et al., 2024). However, in the study, we show that fatty acid degradation pathway is upregulated as the preimplantation development proceeds, and inhibiting LCFAO leads to embryonic arrest and significantly reduces blastocyst formation rates, indicating the indispensable role of LCFAO in preimplantation development. LCFAO is essential for energy homeostasis. While the prevailing view suggests that the preimplantation embryos primarily rely on glycolysis for energy, thus an interesting but tangential thought emerges: how LCFAO regulates on preimplantation embryonic development. β-oxidation results in the shortening of fatty acids by two carbons per cycle, generating acetyl-CoA. This study has certain limitations. Although the differential peaks of H3K18ac exhibited the highest proportion at the 4-cell to 8-cell stage,our investigation focused solely on the mechanism linking long-chain fatty acid oxidation to H3k18ac. Our results demonstrate that LCFAO inhibition causes a significant decline in H3K18ac at the locus of S phase-related genes, downregulating their expressions. In summary, this study preliminarily explores the link between fatty acid metabolism and epigenetic reprogramming in mammalian preimplantation embryos, further providing potential metabolic intervention targets for optimizing embryo culture conditions in assisted reproductive technologies.

## Data Availability

Publicly available datasets analyzed in this work are available in GEO and GSA, the GSE ID shown below: GSE70605 (RNA-seq datasets of Mouse early embryos, https://www.ncbi.nlm.nih.gov/search/all/?term=GSE70605), the CRA ID shown below: CRA006815 (CRX413025, CRX413024, CRX413027, CRX413034, CRX413032 and CRX13035) (Cut-tag datasets of Mouse early embryos, https://ngdc.cncb.ac.cn/gsa/search?searchTerm=CRA006815). RNA-seq and CUT&Tag data of mouse embryos generated in this study have been deposited in GSA under accession GSE303695 (https://www.ncbi.nlm.nih.gov/search/all/?term=GSE303695) and GSE304392 (https://www.ncbi.nlm.nih.gov/search/all/?term=GSE304392).

How the deposited data were processed for this re-analysis (not part of the article)

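RNA was sequenced from mouse embryos cultured with or without trimetazidine (TMZ, 100 μM) at the 8-cell stage (70 h after hCG) and the morula stage (78 h), with 2 libraries in each of the 4 groups. The authors trimmed reads with fastp, aligned them to GRCm39 with STAR, counted fragments with featureCounts, tested the counts with DESeq2 and deposited FPKM values, which divide the fragments of a gene by its length and by the total of its own library, in a table per stage. The text of the paper does not name the Ensembl release or strand settings. The paper's DESeq2 test was not repeated. The deposited unit is FPKM, and fragment numbers were recovered from it only as the smallest whole numbers the values allow. Fits of voom on these numbers are among the alternatives.

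FPKM values are whole multiples of what 1 fragment is worth in each gene and library, which gave each library's total, from 31672356 to 64814423 fragments. The gene length follows only up to a whole factor, so the fragment numbers given are the smallest whole numbers the values allow. Both TMZ columns of the 8-cell table share a header, and these libraries carry no replicate number.

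The tables list no gene names. Entries were assigned to genes by a pair hidden Markov model that aligns the recovered lengths, in order, to the exonic lengths of GENCODE vM39 genes sorted by Ensembl identifier, and an assignment was kept at a posterior probability of at least 0.95. Transcripts with later Ensembl transcript numbers were left out of these lengths. Of 31899 entries 26135 were assigned at the 8-cell stage and of 29202 entries 23243 at the morula stage. With decoy genes inserted, the scaled rate of expressed entries given to decoys was 0.344% and 0.370%. With gene lengths changed at random, 858 of 860 and 752 of 754 assignments of changed genes were the same as before. These came from 1139 and 1046 expressed entries first assigned at exact length, and the rest fell below the posterior of 0.95. The test measures stability and not agreement with known names. Of the expressed entries assigned, 3441 at the 8-cell stage and 3152 at the morula stage had the exact length of their gene, up to a whole factor. When genes were removed from the reference, 34 of 445 and 33 of 419 of their entries were assigned to another gene. Of 20707 genes assigned in both tables 21 had incompatible lengths, and their assignments were dropped. Earlier versions of this assignment were replaced: a longest increasing chain, filling of gaps by nearest length, the model at a posterior of 0.99, a version with 2 passes, and a version refitted only on confident pairs. They were judged on coverage and on the decoy tests before any fold change was computed, and the last replacement was prompted by a low posterior for Mcm4, a gene the paper names. In a check made afterwards, 65 of 65 assigned cytosolic ribosomal protein genes had a mean of at least 1 FPKM at the 8-cell stage, against 4 of 257 olfactory receptor genes. Of the proteasome subunit genes, 32 of 36 did at the 8-cell stage, and 33 of 35 at the morula stage. The entries assigned to Gapdh and Tuba1b, genes abundant in most cells, had low values, which leaves a doubt about such assignments. Gapdh stood at 0.938 to 1.79 FPKM in the 8-cell libraries and 0.978 to 3.03 FPKM in the morula libraries, and Tuba1b at 2.07 to 5.56 and 3.23 to 8.17 FPKM. Of the 31-base stretches of Gapdh 19.2% (1359 of 7070) occur elsewhere in GRCm39, and of those of Tuba1b 47.4% (1612 of 3400). Such shares count the exons of all annotated transcripts of a gene, so the share within the transcripts expressed can be higher. The cause of the low values was not tested.

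TMZ was compared with control within each table by limma-trend on log2(FPKM + 1), over entries with a mean of at least 1 FPKM, without covariates. The threshold was that of Figure 3 (unadjusted P under 0.05, log2 fold change beyond 0.5), and Benjamini-Hochberg adjusted p-values are from limma. The 17 gene lists, on cell cycle, lipid and acetyl-CoA metabolism, H3K18 acetylation, stress, stage and lineage, were written before the data were examined and tested by limma's camera (preset correlation 0.01), with fry and an estimated correlation as alternatives. A score of each list over both stages was tested by exact permutation of labels within stage (36 assignments). The genes named are those the paper names for these pathways, the 3 largest rises and the 3 largest falls per stage among named genes past the threshold whose groups do not overlap, and the 3 members of the S phase and fatty acid lists that fell most on average over both stages. Genes outside this rule are marked as chosen after their values were seen. No entry was assigned to Cpt1b. Counts of list members past the threshold, and the share of 31-base stretches a gene has in common with other places of GRCm39, were added after the data were seen.

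The fits were tested on simulated data with the real means and totals. The spread was smoothed over genes of similar expression and drawn independently for each gene and library. Genes of unusual spread, genes that vary together and a deviating library were not simulated, so the rates below do not cover them. Of 200 genes changed by 1 on the log2 scale, 80% were called at the 8-cell stage and 88% at the morula stage. Of unchanged genes, 4.38% (428 of 9781) and 1.42% (134 of 9445) passed the threshold. At an adjusted p-value under 0.05 the 8-cell fit called 4 changed and 2 unchanged genes, and the morula fit 133 and 21, so the adjusted p-values let through more unchanged genes than their nominal rate. Of 100 random lists of unchanged genes, 1 at each stage had a camera P under 0.05. Since the simulated genes did not vary together, this does not test the preset correlation. A first form of this test had used the 17 lists themselves and was replaced, since they overlap each other.

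The alternatives set before the data were examined were another pseudocount (0.1), no filter, a mean of at least 5 FPKM, quantile normalization, median-ratio scaling, all 8 libraries in one fit, no trend, a replicate block (run at the morula stage only), the other tests of lists, and leaving out each library. After the data were seen, 4 more were added: assignments at a posterior of 0.99, entries of exact length only, and voom on the recovered fragment numbers with and without median-ratio scaling. H3K18ac data, GO and KEGG annotation and the metabolic model were not used here. Analyses used R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0.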

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

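The tests of the trophectoderm trends and of single libraries in the list of 2-cell stage transcripts were chosen after the results were seen.

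The trophectoderm list fell more under TMZ in morulae than in 8-cell embryos, a difference between the stages with a median of -0.45 on the log2 scale over 13 genes (limma's camera on the difference, adjusted p = 0.0222). With an estimated correlation the adjusted p-value was 0.526. The list had a median log2 fold change of -0.46 over 16 genes in morulae (13 below 0, camera adjusted p = 0.125 with limma) and -0.054 over 14 genes in 8-cell embryos (adjusted p = 0.977 from limma). The adjusted p-value in morulae ran from 0.0133 to 0.767 over the alternatives. It was under 0.05 with all 8 libraries in one fit (median -0.52, adjusted p = 0.0133 from limma), with no filter (median -0.20, adjusted p = 0.0345 from limma) and at a posterior of 0.99 (median -0.52, adjusted p = 0.0372 from limma), and it was 0.278 under fry and 0.767 with an estimated correlation (limma). Without morula control replicate 1 the morula median was -0.31. The 8-cell median was -0.23 without control replicate 1, -0.21 without TMZ library B and 0.019 without control replicate 2, and median-ratio scaling gave 0.13. Gene length, GC content and expression as the whole cause of the difference are argued against, since its median was -0.54 after their trend was removed, below the central 95% of 10000 random lists. For the change in morulae alone, removing that trend moved the median from -0.46 to -0.21, barely past the lower limit of -0.20 for random lists. Part of the fall in morulae may thus come from that trend. A uniform developmental delay as the whole cause is argued against only for the 13 genes tested at both stages. List members tested in morulae alone were left out, so a delay of these stays open. The median change of the 13 genes in morulae was -0.39. After the trend on the change from 8-cell to morula controls was removed it was -0.31, against a lower limit of -0.25 for random lists. That correction is weakened by noise in the control changes, so part of the pattern may still come from delay. An effect of TMZ on lineage genes that differs by stage stays open, as a hypothesis. Reads from cells of another kind and sequencing batches were not tested.

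Gm9376 rose in TMZ morulae by 3.12 on the log2 scale (adjusted p = 0.0121 from limma) and moved the other way in 8-cell embryos in both TMZ libraries, from 106 and 171 FPKM in controls to 55.8 (library A) and 3.43 (library B). The difference between the stages, 6.22 on the log2 scale, had an adjusted p-value of 0.230 (limma), so the opposite directions did not pass the test. Of its 31-base stretches 25.3% occur elsewhere in the genome. Reads shared with copies cannot be told apart from a change of the gene itself, since the share is neither negligible nor most of the gene. An effect of TMZ that differs by stage is untested beyond this.

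The list of 2-cell stage transcripts, which the paper does not discuss, was higher in TMZ-treated 8-cell embryos, with a median log2 fold change of 0.23 over 8 genes, 5 of them above 0 (camera adjusted p = 0.00080 with limma). The call was not kept by fry (adjusted p = 0.432, limma) or an estimated correlation (adjusted p = 0.884, limma), and the control and TMZ libraries overlapped. In morulae the median was 0.29 over 6 genes (adjusted p = 0.270 from limma), and 0.035 without control replicate 2. A single library deciding the sign is argued against, since the lowest 8-cell median with a library left out was 0.15, without control replicate 2. Its size did depend on single libraries: it was 1.04 without TMZ library A and 0.63 without control replicate 1. Transcripts retained from the 2-cell stage, which the design offers through a delay under TMZ, stay open, and sequence shared among the copies of these genes was not measured.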

How the results depend on the processing

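With a replicate block at the morula stage, where the numbers of the libraries are shared between control and TMZ and the correlation of their deviations was 0.076, 229 genes had an adjusted p-value under 0.05. No such fit was run at the 8-cell stage, where the TMZ libraries carry no number. The voom fits, the assignments at a posterior of 0.99 and the entries of exact length were chosen after seeing the data. Where no cause is named below, the cause was not tested. In 102 comparisons of a main result with an alternative the direction and the side of the threshold were kept, or the value moved by less than its spread or a count by less than 1.5 times.

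Against 135 higher and 497 lower genes at the 8-cell stage, a mean of at least 5 FPKM, which tests fewer genes, gave 60 and 221, and 274 of these 281 genes were among the 632. Quantile normalization gave 285 and 282, median-ratio scaling 268 and 280, and voom with median-ratio scaling 263 and 172. All 8 libraries in one fit gave 894 lower genes. At the morula stage, a mean of at least 5 FPKM gave 461 higher and 597 lower genes and all 8 libraries in one fit 369 and 490. Instead of 3 genes with an adjusted p-value under 0.05, there were 0 with no filter (2812 at an unadjusted P under 0.05), 12 with a mean of at least 5 FPKM and 1 with all 8 libraries in one fit. In 8-cell embryos there were 0 under each alternative, with 281 to 1303 genes at an unadjusted P under 0.05 in the alternatives set before the data were examined. Of these alternatives, no filter gave 1303 where chance would give 1501.85, and the others gave more than chance. Voom gave 445, and 435 with median-ratio scaling, where chance would give 501.05.

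Median-ratio scaling moved the median of all tested genes from -0.19 to 0.014 at the 8-cell stage. There it reversed the medians of the S phase list (0.088), the fatty acid metabolism list (0.034) and the lists of G2/M phase (0.085), H3K18 acetylation enzymes (0.023), acetyl-CoA supply (0.13), fatty acid synthesis (0.12), glycerolipid metabolism (0.10), p53 targets (0.12), peroxisomal β-oxidation (0.034), pluripotency (0.11), replication licensing (0.090) and trophectoderm (0.13). Quantile normalization, which moved the median of all genes to -0.0024, reversed the 8-cell medians of S phase (0.012), G2/M phase (0.00024), H3K18 acetylation enzymes (0.011), acetyl-CoA supply (0.025), fatty acid synthesis (0.075), glycerolipid metabolism (0.079), p53 targets (0.045), pluripotency (0.036) and trophectoderm (0.080). Entries of exact length reversed acetyl-CoA supply (0.10) and peroxisomal β-oxidation (0.55) at the 8-cell stage and pluripotency at the morula stage (0.30).

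At the morula stage, median-ratio scaling reversed S phase (0.030), H3K18 acetylation enzymes (0.017), the TCA cycle (0.077) and cholesterol synthesis (0.014). A mean of at least 5 FPKM reversed the TCA cycle (0.056), cholesterol synthesis (0.0055) and 2-cell stage transcripts (-0.075). With no filter, 2-cell stage transcripts (-0.018) and p53 targets (-0.0011) reversed, and at a posterior of 0.99 acetyl-CoA supply did (-0.065). The score of the S phase list over both stages reversed under median-ratio scaling (0.017, exact permutation p = 0.889, with 0.0556 to 0.889 over the alternatives). The fatty acid median at the morula stage kept its sign under each alternative and its camera or fry adjusted p-value stayed above 0.05 in each. Among the other lists, TCA cycle and 2-cell stage transcripts at the 8-cell stage and integrated stress response targets in morulae lost an adjusted p-value under 0.05 in some alternatives, and trophectoderm gained one in morulae, with the values given where each list is described.

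Of the named genes, Hadh at the 8-cell stage reversed under quantile normalization (0.19), median-ratio scaling (0.22) and voom with median-ratio scaling (0.21), as did Hadhb at the 8-cell stage (0.11, 0.19 and 0.18) and Bc1 at the morula stage (0.034, 0.044 and 0.058). With FPKM as deposited their log2 fold changes were -0.015 (standard error 0.38), -0.050 (0.34) and -0.034 (0.31), each smaller than its standard error. These changes of sign therefore decide no direction for the genes. In the other comparisons of named genes with an alternative, 19 fell below the threshold and 4 passed it.

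The variance on PC1, 36.05%, was 40.9% over the 500 most variable genes, 31.05% with genes scaled and 39.3% with a mean of at least 5 FPKM. That on PC2, 22.6%, was 18.9% over the 500 most variable genes and 18.2% with quantile normalization. The correlation of log2 fold changes between the stages, 0.20 across genes, was 0.33 with a mean of at least 5 FPKM.

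With each library left out in turn, the S phase median ran from -0.26 (without control replicate 2) to -0.092 at the 8-cell stage and from -0.15 (without control replicate 2) to -0.027 (without control replicate 1) at the morula stage. The fatty acid median ran from -0.22 to -0.13 (without control replicate 1) at the 8-cell stage and from -0.35 to -0.19 (without control replicate 2) at the morula stage. PC1 ran from 34.8% to 43.6% and PC2 from 18.2% to 25.5%. The correlation between the stages ran from 0.040 (without 8-cell TMZ library A) to 0.26, and was 0.084 without 8-cell control replicate 1. Thinning each library to the smallest total of its table gave 638 genes past the threshold at the 8-cell stage and 1737 at the morula stage, against 632 and 1733.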

Differences from the paper's values

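In TMZ-treated 8-cell embryos 135 genes were higher, against the paper's 572. The paper's counts are from DESeq2 on raw counts, and those here from limma on FPKM scaled to library totals. They are thus unlike in test and in input, and the difference may come from either. None of the alternatives set before the data were examined closed the gap; the nearest were quantile normalization with 285 and median-ratio scaling with 268. The methods of the paper state a larger number of biological replicates for RNA-seq than the legend of Fig. 3A and the tables used here, which have 2 libraries per group, and its text does not say which of these its gene counts rest on. At the morula stage 693 genes were higher, against the paper's 1225. Under quantile normalization (855), median-ratio scaling (946) and a replicate block (838) the count was within 1.5 times the paper's. With a pseudocount of 0.1 (703), no filter (665), a mean of at least 5 FPKM (461), all 8 libraries in one fit (369) and no trend (689) it was not. Voom with median-ratio scaling, chosen after seeing the values, gave 263 at the 8-cell stage and 912 at the morula stage. Voom without that scaling, chosen at the same point, gave 106 and 672, further from the paper's counts.

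The labels in Fig. 3D give the 2 morula counts with the directions opposite to those in the paper's text. Read by these labels, the paper's counts are 1023 higher and 1225 lower, and the 693 higher and 1040 lower genes found here are each within 1.5 times of them, so the difference at the morula stage depends on which of the paper's directions holds. Figures 3F and G and their text state that fatty acid metabolism and S phase genes were downregulated. The medians of the lists used here were below 0 with FPKM as deposited, without an adjusted p-value under 0.05, and the S phase median was 0.088 at the 8-cell stage and 0.030 at the morula stage after median-ratio scaling. The plot of principal components in Fig. 3A shows the 8-cell TMZ libraries close to each other, while here library A lay at -41.7 and library B at 16.3 on PC2. The paper states that the downregulated 8-cell genes were enriched in fatty acid biosynthesis. None of the 14 genes tested of the list of fatty acid synthesis, elongation and desaturation was lower past the threshold at that stage. Of all 9134 named genes tested there, 4.71% were lower past it. A list of 14 genes is thus too small to speak against that enrichment, whose terms were not recomputed.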

Other observations

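The tests of the authors' scaling, the comparison of the delay with other pairs of libraries, and the requirement that libraries do not overlap for retained 2-cell stage transcripts were chosen after the results were seen.

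Other splits of the 4 libraries of each stage into pairs gave 280 and 403 genes past the threshold at the 8-cell stage, against 632, and 221 and 110 at the morula stage, against 1733. At each stage 1 of the 3 splits, the real one, gave as many genes, and 3 splits cannot give a share under 0.05. A difference in depth as the source is argued against, since thinning each library to the smallest total gave 638 and 1737 genes.

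More genes were lower than higher with FPKM as deposited. Scaling by the authors to library totals is a candidate explanation for this, since after median-ratio scaling the share of higher genes was 48.9% at the 8-cell stage and 55.1% at the morula stage. Median-ratio scaling assumes that most genes do not change, and a fall of RNA in most genes under TMZ would look the same, so the choice between the scalings stays open.

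Removing the trend of the log2 fold change on gene length, GC content and expression, which held 8.74% of its variance at the 8-cell stage and 23.5% at the morula stage, moved the fatty acid median in morulae from -0.29 to -0.12, inside the central 95% of random lists. A trend of this kind may therefore account for that median. The other medians, -0.043 for S phase and -0.047 for fatty acid metabolism at the 8-cell stage and -0.038 for S phase in morulae after removal, had been inside that range before it, and do not decide the question.

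The paper states that development was delayed at 54 h. Across 7859 genes, which are not independent replicates, the TMZ change in morulae correlated negatively with the change from 8-cell to morula controls in both ways of splitting the controls (Spearman -0.37 and -0.26), and 1 of the 6 pairs of libraries, the real one, gave a mean as low. A delay may thus be part of the morula changes. At the 8-cell stage the values were -0.21 and -0.046, and 2 of the 6 pairs gave a mean as low, so a delay there cannot be told apart from differences between libraries. The correlation of log2 fold changes between the stages was 0.20 across genes, and 0.040 without 8-cell TMZ library A.

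A rise of integrated stress response targets under TMZ is argued against: the list fell in morulae, with a median log2 fold change of -0.45 and all 20 genes below 0 (camera adjusted p = 0.0011 with limma), and had a median of -0.45 at the 8-cell stage (16 of 22 below 0, adjusted p = 0.977 from limma). Without 8-cell control replicate 1 that 8-cell median was -0.17, and without TMZ library A it was -0.17. The morula call was not kept by fry (adjusted p = 0.278, limma) or an estimated correlation (adjusted p = 0.767, limma). No other list decided its explanation. The p53 targets had a median of 0.28 in morulae (12 of 21 above 0, adjusted p = 0.125 from limma), which ran from -0.046 (without TMZ replicate 1) to 0.19 (without control replicate 2) when a library was left out, and -0.12 at the 8-cell stage, which ran from -0.37 (without control replicate 2) to 0.15 (without control replicate 1). Cholesterol synthesis and SREBP2 targets had a median of -0.068 in morulae, H3K18 acetylation enzymes -0.079 in morulae (adjusted p = 0.587 from limma) and -0.20 at the 8-cell stage, and 2-cell stage transcripts 0.23 at the 8-cell stage. Pluripotency genes had medians of -0.13 at the 8-cell stage and -0.19 in morulae (adjusted p = 0.977 and 0.439 from limma). In 8-cell embryos acetyl-CoA supply had a median of -0.12, mitochondrial β-oxidation -0.24 and peroxisomal β-oxidation -0.20 (adjusted p = 0.977 for each from limma). Single libraries moved these medians by over 1.5 times. At the 8-cell stage that of acetyl-CoA supply ran from -0.24 (without control replicate 2) to -0.0064 (without control replicate 1) and that of peroxisomal β-oxidation from -0.33 (without TMZ library A) to -0.083 (without control replicate 1). That of mitochondrial β-oxidation was -0.10 without TMZ library B and -0.11 without control replicate 1, and that of pluripotency genes -0.027 without control replicate 1 and -0.062 without TMZ library A. For H3K18 acetylation enzymes it ran from -0.41 (without TMZ library B) to -0.11 (without control replicate 1) at the 8-cell stage and from -0.26 (without TMZ replicate 2) to 0.077 (without TMZ replicate 1) in morulae. The morula median of pluripotency genes was -0.12 without TMZ replicate 1.

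Cpt1a and Cpt2 had means under 1 FPKM over the 4 libraries of each stage, and no entry was assigned to Cpt1b. Acsl5 had at most 0.0797 FPKM in any library.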
